A study of Homo sapiens with 4 samples. Its data were reported in "ARID2 Deficiency Enhances Tumor Progression via ERBB3 Signaling in TFE3-Rearranged Renal Cell Carcinoma" (2024).

How the data were processed

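Polyadenylated RNA of 4 cultures was measured by RNA sequencing. The cells were HK-2, an immortalised line of human renal proximal tubule cells, engineered with a Tet-On system so that doxycycline switches on PRCC-TFE3, a fusion of parts of the PRCC and TFE3 proteins that carries an HA tag. Per the labels, cultures were kept with 0.2 microg/ml doxycycline, Doxy(+), or without it, Doxy(-), for 24 h, and libraries were made with a stranded TruSeq mRNA kit. Each group had 2 libraries, numbered 1 and 2. The labels do not say whether the number marks a culture day, a clone or only a replicate. No culture of HK-2 cells that lacks the transgene was analysed here, so an effect of doxycycline itself and an effect of PRCC-TFE3 are the same contrast.

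The study's methods describe single-end reads from an Illumina sequencer, trimming with Trim Galore!, alignment to UCSC hg38 with STAR, quantification with RSEM and testing with DESeq2. The files deposited by the authors have another layout than that route gives. Each is a table over 180253 Ensembl transcript identifiers without version, with the columns that kallisto writes, and holds an estimated count and a TPM for every transcript. The quantifier's version, the Ensembl release and whether the counting used the strand are not stated. The deposited estimated counts are expected counts of reads per transcript, not normalized and not whole, because a read that fits several transcripts is divided between them. The deposited TPM values, a transcript abundance scaled by the authors' quantifier, sum to 1000000 in each library. The deposited effective length of a transcript was the same in all 4 libraries. The reads could not be counted again here, so any reads of the transgene appear only where the authors' quantifier placed them, on TFE3 or PRCC transcripts.

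Transcripts were assigned to genes through GENCODE release 44 on hg38, and the estimated counts were summed per gene. Of the 180253 identifiers, 150691 (83.6%) matched, giving 34080 genes. The 29562 unmatched identifiers carried between 9.66% and 9.89% of the count of each library and stayed out of library sizes and tests. Of these, 3034 had the same length and the same 4 counts as a matched transcript of a single gene, with at least 10 counts in total, and their share of all counts was 1.95%. Adding them to their genes was one of the alternatives. Coordinates are those of GENCODE release 44 on hg38.

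Summed counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood functions glmQLFit and glmQLFTest, after TMM scaling and the filterByExpr low-count filter, with the group as the only term. The sign of a log2 fold change is Doxy(+) over Doxy(-), and its standard error is the one implied by the quasi-likelihood F statistic. P-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05 with a log2 fold change over 1 in size, the limits the study used. CPM values are counts scaled to a TMM-adjusted library total of 1000000, given as mean ± SD over the 2 libraries of a group. With 2 libraries per group the SD is itself imprecise, so both library values are given where they matter. A count of 0 allows up to 3 counts, which is 0.218 CPM in Doxy(-) and 0.228 CPM in Doxy(+). That limit covers counting error only, since the reads carry no molecular identifiers.

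Gene sets were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with a preset inter-gene correlation of 0.01, two-sided, adjusted over 9 sets. These are lysosomal genes, V-ATPase subunits, autophagy genes, MiT/TFE targets (genes driven by TFE3 and its relatives), ERK-dependent transcripts, ATF4 targets, nuclear genes of the respiratory chain, cell cycle genes and SWI/SNF subunits. Of the 20 MiT/TFE targets, 10 are also in another list. The design, the 9 sets, most alternatives and the rule for naming genes were fixed before the data were examined. A further 2 sets, TGF-beta response genes and NRF2 targets, were written after the leading genes had been seen and before those sets were tested, and leave out the genes that prompted them.

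The genes named are TFE3 and PRCC, the 9 genes for which the study lists qPCR primers, the 4 ERBB receptors and ARID2, whatever their result. To these were added the 6 genes with the largest and the 6 with the most negative log2 fold change among called genes with a mean CPM of at least 10 and the same direction in both numbered pairs, and the 2 members of each set with the smallest p. The result of 1 set member chosen by this rule is not reported here. Among the 42 named genes, 10 have exons that overlap those of another tested gene, 4 have annotated pseudogenes (COX7C, MAP1LC3B, RRM2 and UQCRFS1), and 2 (TFE3 and SLC2A2) have copies among the unmatched identifiers. Reads of such genes can be divided by the quantifier, and their values are less certain.

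The alternatives were RLE size factors, no low-count filter, a mean CPM of at least 1, unrounded counts, the label number as a block, DESeq2 1.42.0, limma on log2(TPM + 1) and log2(TPM + 0.1) for genes with a mean TPM of at least 1, an adjusted p under 0.01, no fold change limit, leaving out each library, and for the sets fry and an estimated correlation. Testing the unmatched identifiers beside the genes, adding the copies, scaling counts by transcript length, and 3 other settings of the edgeR fit (robust shrinkage, its newer quasi-likelihood option, and both) were tried after the data had been seen.

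The edgeR step was tested on simulated data for this comparison, with 13569 genes, the 4 library sizes, 200 genes changed by a log2 fold change of 1.5 and 3 draws. With dispersions on the fitted trend it recovered 87.0% to 91.5% of the changed genes with 1 to 2 false calls. With each gene given its own estimated dispersion it recovered 84.0% to 92.5% with 9 to 22 false calls, and of all genes with an adjusted p under 0.05, whatever their fold change, 10.3% to 19.2% were unchanged genes. In that second setting the adjusted p was therefore too small. In a test of the set step, 0 of 100 unshifted sets and the 1 shifted set were called. The simulated genes had independent noise and the shift was large against it. False calls from correlation between genes were therefore not tested. Figures were drawn with matplotlib 3.10.9.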

Results

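To describe what PRCC-TFE3 changes in the transcriptome of a renal epithelial cell, 2 libraries of Doxy(-) and 2 libraries of Doxy(+) HK-2 cells were compared. The deposited estimated counts summed to 14513497 and 16618401 reads in Doxy(-) 1 and 2, and to 14042545 and 14664879 reads in Doxy(+) 1 and 2. Reads on matched genes came to 13094138 and 15012743 in Doxy(-) and to 12654233 and 13227218 in Doxy(+). Between 17933 and 18268 genes had at least 1 estimated read in a library. The 13 mitochondrial protein genes took 4.12% and 4.63% of gene counts in Doxy(-) and 4.23% and 4.40% in Doxy(+), and fibronectin, FN1, which was chosen after its values were seen, took 6.71% in each Doxy(-) library against 5.57% and 5.51% in Doxy(+). Replicates were separate libraries by their counts, since a chi-square over genes gave 4.19 per degree of freedom between the Doxy(-) libraries and 2.98 between the Doxy(+) libraries. Between groups the same measure was 19.4 for the libraries numbered 1 and 21.7 for those numbered 2. The common biological coefficient of variation was 6.53%.

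First, the genes that form the transgene were examined in every library. TFE3 (ENSG00000068323.17, chromosome X, 49028726 to 49043410, minus strand) stood at 66.9 and 69.1 CPM in the Doxy(-) libraries and at 367 and 322 CPM in the Doxy(+) libraries, with means of 68.0 ± 1.55 and 344 ± 32.1 CPM (SD, n = 2 each). Its log2 fold change was 2.34 (SE 0.072), with an edgeR adjusted p of 4.78e-05. The alternative that moved this value most was limma on log2(TPM + 0.1), at 2.87. PRCC (ENSG00000143294.15, chromosome 1, 156750610 to 156800815, plus strand) stood at 50.2 and 47.2 CPM in Doxy(-) and at 47.7 and 60.1 CPM in Doxy(+). Its log2 fold change of 0.15 (SE 0.11, edgeR adjusted p 0.413) did not exceed the spread between replicates, and it was -0.03 without Doxy(+) 2. Length-scaled counts moved it most, to -0.19.

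The TFE3 rise was not spread evenly over the annotated transcripts. The estimated count of the full-length coding transcript TFE3-201 was 464 and 604 in Doxy(-) and 551 and 534 in Doxy(+), so the ranges of the groups overlapped. TFE3-204, annotated as subject to nonsense-mediated decay, went from 338 and 333 to 2921 and 2531, and TFE3-203, without an annotated coding sequence, went from 54.3 and 69.8 to 1237 and 1240. TFE3-203 and TFE3-204 share a version of the exon that starts at 49039107 and ends at 49039345, where that of TFE3-201 ends at 49039410 and is 65 nt longer. An unmatched identifier held the same length and counts as TFE3-203, and adding the copies raised the log2 fold change of TFE3 to 2.60. Estimates of single transcripts rest on how the authors' quantifier divided shared reads.

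**Figure D1:**
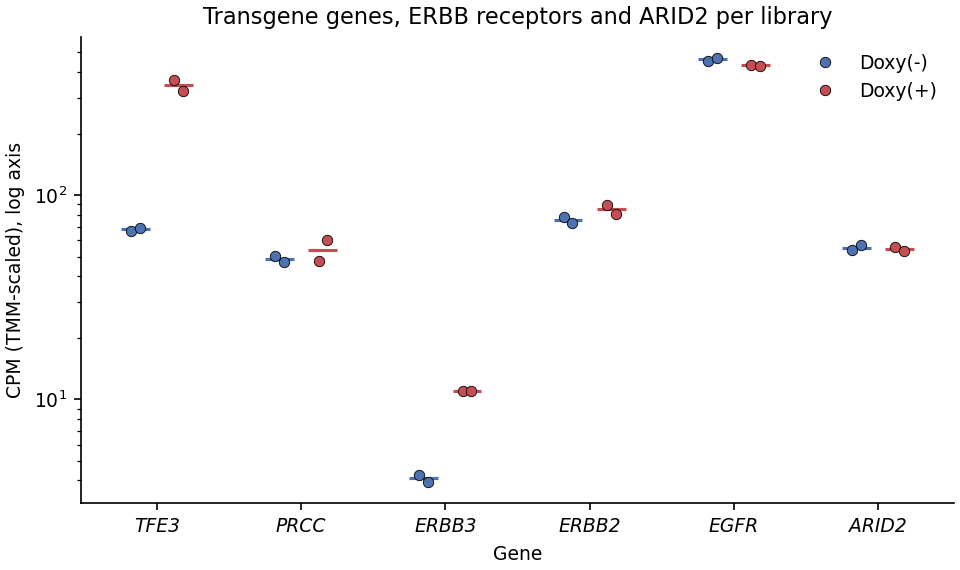
TMM-scaled CPM on a log axis for TFE3, PRCC, ERBB3, ERBB2, EGFR and ARID2, with a point for each of the 2 Doxy(-) and 2 Doxy(+) libraries and a line at the group mean. TFE3 moves from a mean of 68.0 to 344 CPM and ERBB3 from 4.11 to 11 CPM, while the PRCC and ARID2 libraries of the groups overlap.

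**Figure D2:**
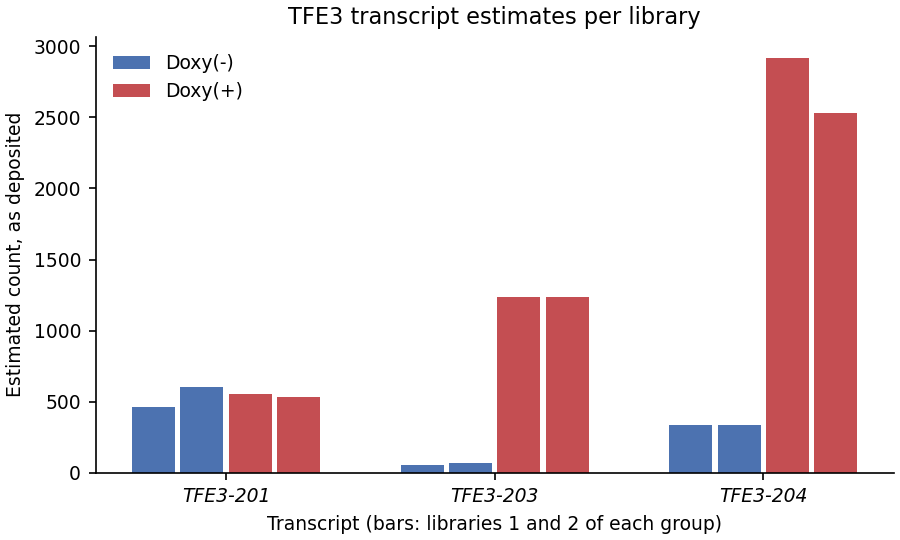
Deposited estimated counts of TFE3-201, TFE3-203 and TFE3-204, with a bar for each library, Doxy(-) in blue and Doxy(+) in red. TFE3-204 reaches 2921 and 2531 in Doxy(+), while TFE3-201 stays between 464 and 604 in all 4 libraries.

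Next, all genes were compared between the groups to ask which transcripts differ once PRCC-TFE3 is switched on. Of 13569 genes tested, 2618 had an edgeR adjusted p under 0.05, with 1325 higher and 1293 lower in Doxy(+). Past both limits were 268 genes, of which 203 were higher and 65 lower. The direction was the same in both numbered pairs for all 268, which a gene that passes the test with 2 libraries per group can hardly miss. Each of the 268 also kept its direction in the 4 fits that left out a library, and 219 kept a log2 fold change over 1 in size in each of these fits. The counts moved most, apart from changes to the limits themselves, when the unmatched identifiers were tested beside the genes, which left 111 higher and 29 lower genes, all 140 of them among the 268. With limma on log2(TPM + 1), 117 higher and 32 lower genes were called, and 127 of the 268 were among them. Only 102 of the 268 had a mean of at least 10 CPM. In 11 of the 268 both libraries of a group held 0 counts, 5 in Doxy(-) and 6 in Doxy(+), so their fold changes are known only as lower bounds. With these genes at their bounds, 52 genes rose by more than 2 on the log2 scale and 15 changed by less than -2.

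**Figure D3:**
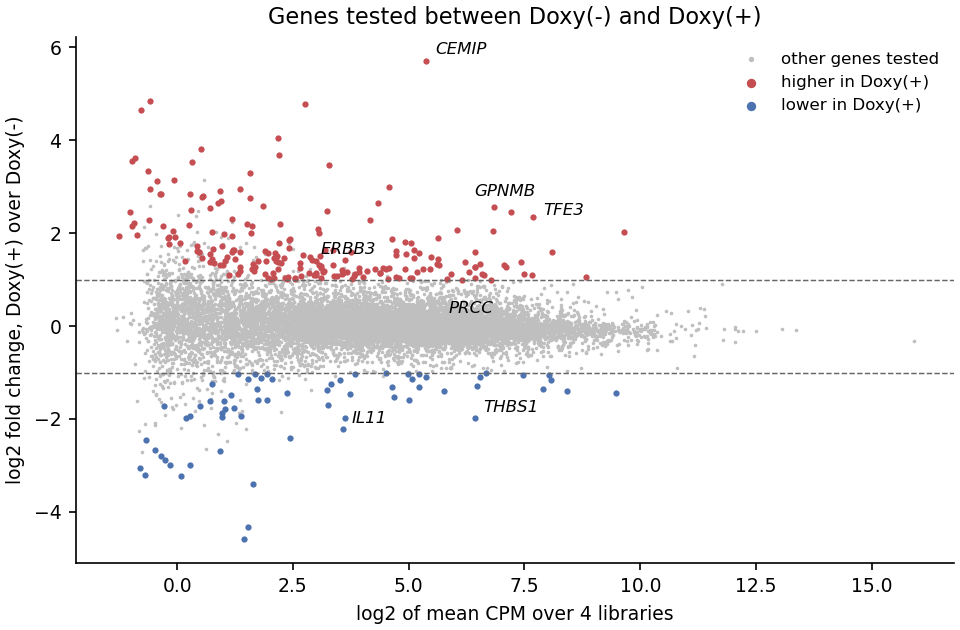
Log2 fold change of Doxy(+) over Doxy(-) against the log2 of the mean CPM for each of the 13569 genes tested, with dashed lines at the fold change limits of 1 and -1. The 203 genes called higher are red and the 65 called lower are blue, and the 11 called genes at 0 in both libraries of a group are drawn at their bounds.

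Among called genes with a mean of at least 10 CPM, CEMIP (ENSG00000103888.17, chromosome 15, 80779343 to 80951776) had the largest increase. It rose from 1.55 ± 0.216 to 82.0 ± 2.36 CPM, a log2 fold change of 5.71 (SE 0.0991, edgeR adjusted p 9.56e-06). Its value was smallest under limma on log2(TPM + 1), at 3.48, and was 3.99 with length-scaled counts. C21orf91 (chromosome 21, 17788974 to 17819386) followed with 2.99, UAP1L1 (chromosome 9, 137077517 to 137084539) with 2.64, CENPT (chromosome 16, 67828157 to 67847811) with 2.57 and GPNMB (chromosome 7, 23235967 to 23275108) with 2.44, and TFE3 itself was the sixth. The edgeR adjusted p of these 4 genes lay between 3.35e-05 and 7.68e-05. Exons of CENPT overlap those of 3 tested genes on the other strand. GPNMB, an endolysosomal glycoprotein, reached 251 ± 4.33 CPM from 46.3 ± 3.87.

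At the other end, IL11 (ENSG00000095752.7, chromosome 19, 55364382 to 55370463), which encodes a cytokine, had the largest decrease. It fell from 19.7 ± 1.61 to 4.21 ± 1.0 CPM, a log2 fold change of -2.22 (SE 0.176, edgeR adjusted p 0.00078). The matrix protein gene THBS1 (chromosome 15, 39581079 to 39599466) fell from 138 ± 2.59 to 35.0 ± 0.499 CPM (log2 fold change -1.98, SE 0.0505, edgeR adjusted p 3.35e-05). SLC2A2 (chromosome 3, 170996347 to 171026743) changed by -1.97, the tissue factor gene F3 (chromosome 1, 94529173 to 94541759) by -1.59, SLCO2A1 (chromosome 3, 133932701 to 134052184) by -1.54 and VCAM1 (chromosome 1, 100719742 to 100739045) by -1.47, with edgeR adjusted p-values from 0.000216 to 0.000849.

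The study followed ERBB3, a receptor of the EGFR family. It compared the members as protein, in UOK124 renal carcinoma cells with and without ARID2. The RNA values here come from other cells and another contrast, and do not test that comparison. ERBB3 (ENSG00000065361.17, chromosome 12, 56076799 to 56103505, plus strand) rose from 4.11 ± 0.226 to 11 ± 0.0041 CPM. The values rest on 54.9 and 57.7 estimated reads in Doxy(-) and 142 and 148 in Doxy(+). Its log2 fold change was 1.42 (SE 0.149, edgeR adjusted p 0.00208). Part of its last exons overlaps an unnamed gene on the same strand (ENSG00000257411), so some reads there can be divided between them. ERBB2 (chromosome 17, 39687914 to 39730426) had a log2 fold change of 0.18 (SE 0.0672, edgeR adjusted p 0.125) and EGFR (chromosome 7, 55019017 to 55211628) of -0.10 (SE 0.0315, edgeR adjusted p 0.0852), and neither passed the limits. By level, EGFR at 462 ± 10.6 CPM and ERBB2 at 75.2 ± 3.58 CPM in Doxy(-) were far above ERBB3 in both groups. ERBB4 (chromosome 2, 211375717 to 212538841) had estimated counts of 0 and 1 in Doxy(-) and of 2.93 and 5 in Doxy(+), too few for the filter, and a difference was not detectable at this depth. ARID2 (ENSG00000189079.18, chromosome 12, 45729706 to 45908040), the SWI/SNF subunit whose loss the study examined in other cells, stood at 55.2 ± 2.02 and 54.3 ± 1.93 CPM (log2 fold change -0.02, SE 0.0599, edgeR adjusted p 0.823).

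All 9 genes with qPCR primers in the study had an edgeR adjusted p under 0.05 over all genes tested, and 9 also when adjusted over the list alone. The study took the list from genes it called in this same comparison and in others, so neither count is independent evidence. Past the fold change limit as well were 5 of them, namely ERBB3, RRAGD (log2 fold change 1.90, chromosome 6, 89364616 to 89412273), ANGPTL2 (1.22, chromosome 9, 127087348 to 127122635), SAMD5 (1.19, chromosome 6, 147508690 to 147737547) and ADAMTS14 (1.18, chromosome 10, 70672506 to 70762441). SAMD5 was measured at 1.92 ± 0.0789 and 4.40 ± 0.945 CPM, and its log2 fold change was 0.95 without Doxy(+) 2, under the limit. Length-scaled counts gave SAMD5 0.99 with an edgeR adjusted p of 0.211, and testing the unmatched identifiers beside the genes gave it an edgeR adjusted p of 0.112, against a range of 0.0143 to 0.211 over its alternatives. Without Doxy(+) 2, ADAMTS14 likewise came to 0.996, just under the limit. Its adjusted p under limma on log2(TPM + 1) and log2(TPM + 0.1) was 0.0819 and 0.0877, against a range of 0.000143 to 0.0877 over its alternatives. The 4 others did not reach the fold change limit, with SEMA7A at -0.97 (chromosome 15, 74409289 to 74433958), CDH6 at -0.94 (chromosome 5, 31193686 to 31329146), PLAT at -0.78 (chromosome 8, 42174718 to 42207709) and MCOLN3 at 0.74 (chromosome 1, 85018082 to 85048500). SEMA7A passed it with length-scaled counts, at -1.03, and its log2 fold change was -1.05 without Doxy(+) 1 and also without Doxy(-) 2. The study called its genes at the same limits, so the 4 genes under the fold change limit differ from its calls. The cause of that difference was not tested.

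**Figure D4:**
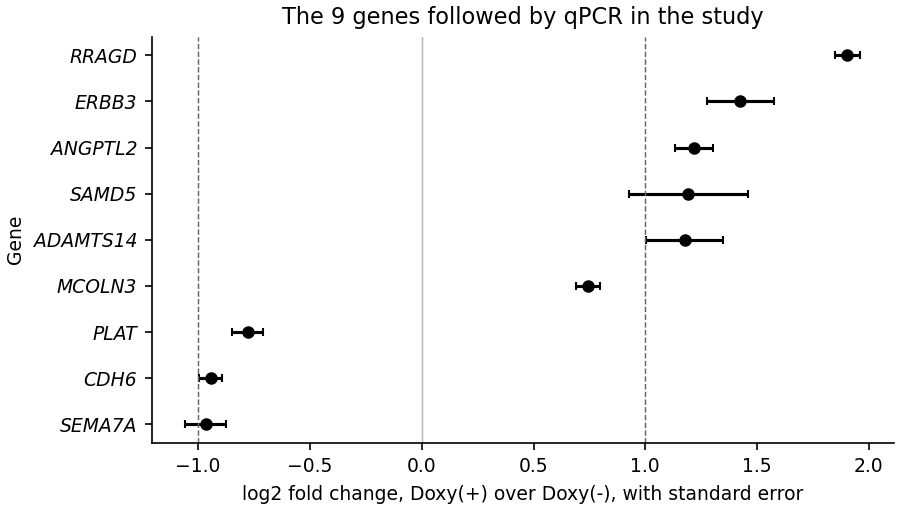
Log2 fold change of Doxy(+) over Doxy(-) with its standard error for the 9 genes with qPCR primers in the study, with dashed lines at the limits of 1 and -1. RRAGD at 1.90 and ERBB3 at 1.42 lie beyond the limit, and SEMA7A at -0.97 and CDH6 at -0.94 lie just inside it.

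To see whether groups of genes moved together, 9 gene sets were tested. Lysosomal genes had a median log2 fold change of 0.49 (camera adjusted p 1.71e-15), with 47 of 50 higher. V-ATPase subunits had a median of 0.49 (camera adjusted p 5.81e-07, 17 of 19 higher) and MiT/TFE targets of 1.0 (camera adjusted p 2.73e-11, 17 of 20 higher). Among the members with the smallest p-values in these sets were CTSA (log2 fold change 1.04), ATP6V1C1 (1.11) and ATP6V1F (1.001), and GPNMB and RRAGD. ATP6V1F lay on the fold change limit, and RLE size factors, DESeq2 and the absence of a filter each put it just below 1, as did leaving out Doxy(-) 1 (0.98) or Doxy(+) 1 (0.996). TRIM63, a MiT/TFE target chosen after its values were seen, had 0 counts in both Doxy(-) libraries and stood at 2.51 ± 0.0332 CPM in Doxy(+), at least 11.5-fold higher. Autophagy genes rose less, by a median of 0.16 (camera adjusted p 0.012, 16 of 25 higher), with the smallest p-values for VPS18 (0.82) and MAP1LC3B (0.60). Its only called gene, SQSTM1, which was chosen after its values were seen, had the largest log2 fold change of the set, 2.05. ATF4 targets had a median of 0.06 (camera adjusted p 0.0522, 15 of 24 higher), with the smallest p-values for DDIT3 (1.31) and GDF15 (0.83), and nuclear respiratory chain genes of 0.04 (camera adjusted p 0.0968, 37 of 59 higher), with the smallest p-values for UQCRFS1 (0.59) and COX7C (0.21), and neither set passed.

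The other 3 sets moved down. ERK-dependent transcripts had a median log2 fold change of -0.36 (camera adjusted p 0.000216, 8 of 9 lower), with the smallest p-values for CCND1 (-0.84) and EPHA2 (-0.39). Cell cycle genes had a median of -0.29 (camera adjusted p 1.04e-06, 26 of 29 lower), with the smallest p-values for TOP2A (-0.36) and RRM2 (-0.42), and SWI/SNF subunits of -0.11 (camera adjusted p 0.00352, 17 of 18 lower), with the smallest p-values for SMARCA4 (-0.44) and ACTL6A (-0.24). In these 3 sets 0 genes were called, while at an unadjusted p under 0.05 there were 7 lower and 1 higher of 9 ERK-dependent transcripts, 18 lower and 1 higher of 29 cell cycle genes, and 8 lower and 1 higher of 18 SWI/SNF subunits. The direction of each of the 9 medians was the same under all 15 settings of the gene-level fit. Of the 7 sets past the threshold under camera, all 7 also passed under fry, which passed ATF4 targets as well. Camera compares a set with the other genes, while fry asks only whether its members change, so a pass under fry answers another question. With the correlation estimated from these libraries 0 sets passed under camera, where the adjusted p was 0.0778 or higher. With that estimated correlation the unadjusted p was under 0.05 for 3 of the 9 sets. The fit leaves 2 residual degrees of freedom to estimate it. In that setting camera also draws its p from those 2, so small p-values are hard to reach.

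**Figure D5:**
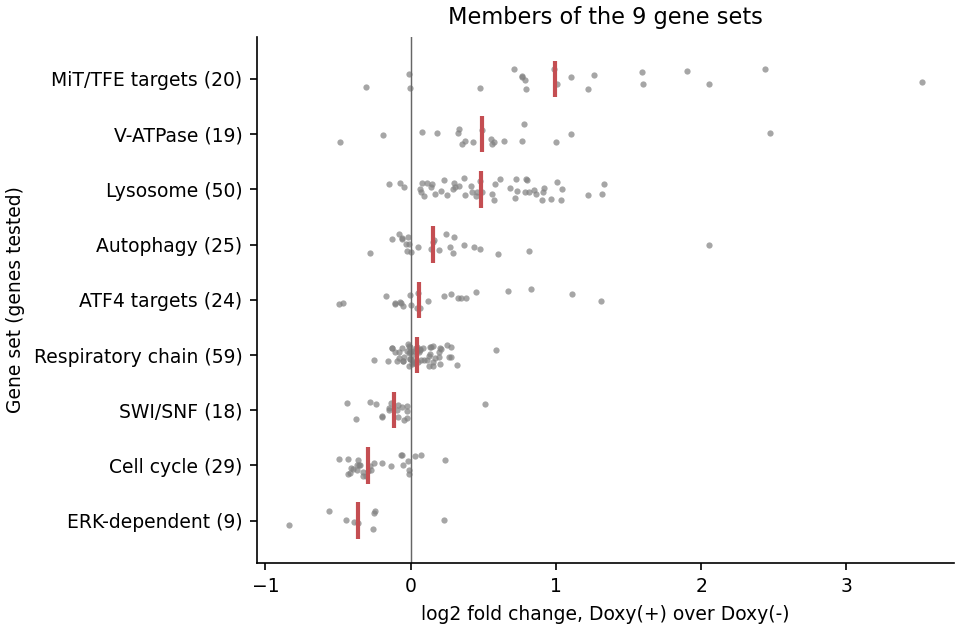
Log2 fold change of Doxy(+) over Doxy(-) for the members of the 9 gene sets, with a grey point per gene tested and a red line at the set's median. TRIM63, at 0 counts in both Doxy(-) libraries, is drawn at its lower bound of 3.52, and the medians run from -0.36 for ERK-dependent transcripts to 1.0 for MiT/TFE targets.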

Values the study reported

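The study reported 591 DEGs between Doxy(−) and Doxy(+) cells. It compared them with a list of 447 DEGs from melanoma cells in which ARID2 had been knocked out, and counted 26 genes present in both lists, of which 6 were up-regulated in both.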

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

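Both tests of the unmatched identifiers below were chosen after the result was seen. The 29562 transcript identifiers that matched no gene were left out of the gene sums on which the main comparison rests, and their counts still held a signal that separated the groups. When they were tested beside the genes, 6332 passed the low-count filter, and 87 were past both limits by edgeR's quasi-likelihood test, 56 higher and 31 lower in Doxy(+). That is 1.37% of those tested. Some of the higher identifiers repeat one another, with the same values in every library, as at log2 fold changes of 1.327 and 1.002. The 87 are therefore not 87 separate signals. In the same fit 140 of the 13569 genes (1.03%) were past both limits, fewer than the 268 called when genes were tested alone.

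Copies of transcripts already counted on a gene do not account for most of them, since 17.2% of the 87 had the length and counts of a matched transcript, TFE3 among their genes. A switch of the quantifier's estimates between near-identical transcripts may account for others. Of the 87 identifiers, 46.0% (40) lay under 0.05 CPM in both libraries of a group, against 2 of the 140 genes called in the same fit (1.43%, Fisher's exact p 8.86e-18). This cannot be told apart from a real change, because a single transcript reaches 0 more easily than a sum over a gene, and identifiers that share reads are not independent. A response of unannotated or retired transcripts to PRCC-TFE3 also remains open and was not tested.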

How the results depend on the processing

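The alternatives with the unmatched identifiers tested beside the genes, copies added, length-scaled counts and the other edgeR settings were chosen only after the data had been seen. The count of genes higher in Doxy(+) was within 1.5 times of 203, and that of lower genes within 1.5 times of 65, under all but the following settings. With limma, log2(TPM + 1) gave 117 higher and 32 lower genes and log2(TPM + 0.1) gave 134 and 34. Of the 268 genes, 235 were tested there, and the cause was not tested. With the unmatched identifiers tested beside the genes there were 111 higher and 29 lower genes, each among the 268, and the cause was not tested. An adjusted p under 0.01 left 124 and 34 genes, and without a fold change limit there were 1325 and 1293. Within those bounds, DESeq2 gave 169 higher and 55 lower genes, of which 215 were among the 268, and length-scaled counts gave 147 and 58, of which 170 were. No gene called both by edgeR and under an alternative had opposite signs.

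Both limma settings called 3 of the 9 genes of the study list, against 5. ADAMTS14 lost its call there, and SAMD5 was not among the genes tested. Length-scaled counts called 5, with SEMA7A in place of SAMD5, and 4 were called with the unmatched identifiers beside the genes. The cause was not tested. An adjusted p under 0.01 left 4, since that of SAMD5 by edgeR was 0.0281.

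With the correlation estimated, 0 of the 9 sets passed, with an unadjusted p under 0.05 for 3. The camera adjusted p was then 0.0778 for lysosomal genes and for MiT/TFE targets, 0.0881 for cell cycle genes, 0.103 for V-ATPase subunits and for ERK-dependent transcripts, 0.122 for SWI/SNF subunits and 0.235 for autophagy genes. Each of these 7 sets passed under the other alternatives run for the sets (fry, RLE size factors, no low-count filter and the block), so this was the highest value of each. The correlation was estimated from 2 residual degrees of freedom. In this setting camera also draws its p from those 2, where a preset correlation lets it use the number of genes. Small p-values are then hard to reach whatever a set does, so this setting says little for or against the sets. For lysosomal genes (0.00667), MiT/TFE targets (-0.0509), ERK-dependent transcripts (-0.0817), cell cycle genes (-0.0253) and SWI/SNF subunits (-0.0362) the estimate was below the preset 0.01. A higher correlation therefore does not account for the larger p of these sets. The estimate was above 0.01 for V-ATPase subunits (0.0552) and autophagy genes (0.0451). ATF4 targets passed under fry (adjusted p 0.018) and without a low-count filter (camera adjusted p 0.0449), with a range of 0.018 to 0.301 over the alternatives. Their median log2 fold change of 0.058 became 0.105 without Doxy(+) 1 and 0.173 under limma on log2(TPM + 0.1). The median of nuclear respiratory chain genes, 0.041, became 0.014 without Doxy(-) 2 and 0.070 under that limma setting.

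Across the 4 fits that each left out 1 library, the log2 fold change went from -0.029 to 0.31 for PRCC and from 1.37 to 1.48 for ERBB3. It went from -0.12 to -0.074 for EGFR and from 0.11 to 0.25 for ERBB2. Among the other named genes, ADAMTS14, SAMD5 and ATP6V1F lost their call in 7 combinations of gene and alternative. SEMA7A gained a call in 1 such combination. These counts leave out changes to the limits themselves and the fits without a library. At an adjusted p under 0.01, SAMD5 (0.0281) also lost its call. Among these other named genes and the set medians, 14 values moved by more than the spread between replicates when a library was left out. None of the named genes that were called changed sign under any alternative. The log2 fold change of PRCC, which was not called, became negative with length-scaled counts (-0.19) and under both limma settings (-0.15), and that of ARID2 became positive without Doxy(-) 2 or Doxy(+) 2 (0.01).

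The counts gave no sign that the numbers 1 and 2 pair the libraries, since same-numbered deviations from the group means had a correlation of -0.015. That value cannot show how the cultures were made. With the number as a block, 204 higher and 67 lower genes were called, 248 of them among the 268.

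Depth limits what can be said of ERBB4, which had at most 5 estimated reads in a library.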

Other observations

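The 2 PRCC tests below were chosen only after the result was seen, and the TGF-beta and NRF2 sets were written after the leading genes were known. The count of genes past both limits was 268. That is lower than the value quoted from the study above.

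The differences between Doxy(+) and Doxy(-) have technical explanations that were tested. The tables argue against library size, since thinning all libraries to 12654034 reads in 10 draws left a median of 264.5 calls, 248 of them shared with the 268. A difference in cell density or cycling between the cultures may account for part of the calls, since cell cycle genes fell by a median log2 fold change of -0.29. A slower cycle can equally follow from PRCC-TFE3, and which came first was not tested. Mitochondrial stress from doxycycline itself cannot be told apart from an effect of the transgene, with an adjusted p of 0.0522 for ATF4 targets by camera, because no doxycycline-treated cells without the transgene were analysed here. These libraries therefore leave the effect of PRCC-TFE3 and that of doxycycline joined.

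TFE3 rose and PRCC did not, although the transgene holds sequence of both. If its PRCC part were read as densely as its TFE3 part, the 468 nt of the first coding exon of PRCC would add 97.5 CPM to PRCC, or 49.3 CPM if the TFE3 rise is spread over the 3415 nt of TFE3-201. These values use the TFE3 rise of 359.5 CPM with the copies added, and the rise of 276.5 CPM without them gives 75.0 and 37.9 CPM. The rise seen was 5.10 CPM, and 11.2 CPM in the highest Doxy(+) library against the Doxy(-) mean. This rests on an assumed even coverage and on an assumed breakpoint, as the transgene's sequence was not used here. A low yield of reads from GC-rich sequence may contribute, with 68.0% GC in that exon and 61.7% over the TFE3 coding sequence, but single TFE3 coding exons reach 69.0%. The PRCC part cannot be told apart from one that is short, changed in codons or poorly read.

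The largest decreases among called genes with a mean of at least 10 CPM were those of IL11 and THBS1, a cytokine and a matrix protein gene. An excess of such genes among all decreases was not tested. A candidate explanation of these decreases is a lower output of TGF-beta signalling. In a set of 18 response genes without those first seen, the median log2 fold change was -0.32, with 14 lower (camera adjusted p 0.00107 over the 2 added sets, fry adjusted p 0.0172). With the correlation estimated it did not pass (camera adjusted p 0.16), in a setting where small p-values are hard to reach with 2 residual degrees of freedom. The median was only -0.04 under DESeq2 and -0.05 by edgeR without a low-count filter. Those medians also take in low-count members of the 24 listed genes, so they are not medians of the same 18. The TGF-beta explanation remains a hypothesis, as the pattern was found and tested on the same libraries.

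HMOX1 (log2 fold change 1.37) and FTL (0.91), chosen after their values were seen, were among the increases, which raised the question of a general NRF2 response. The other NRF2 targets went both ways, with 8 of 16 higher and 8 lower and a camera p of 0.967, while fry gave an adjusted p of 0.0402. Members past an adjusted p of 0.05 by edgeR also split, with OSGIN1 and FTH1 higher and GCLM, SLC7A11 and PGD lower, so an NRF2 response cannot be told apart from separate changes of single genes.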
